# Maternal Inulin Supplementation Alters Hepatic DNA Methylation Profile and Improves Glucose Metabolism in Offspring Mice

**DOI:** 10.3389/fphys.2020.00070

**Published:** 2020-02-07

**Authors:** Qian Zhang, Xinhua Xiao, Jia Zheng, Ming Li, Miao Yu, Fan Ping, Tong Wang, Xiaojing Wang

**Keywords:** prebiotics, methylation, epigenetics, high fat diet, nutrition *in utero*

## Abstract

**Scope:**

As a prebiotic, inulin may have a protective effect on glucose metabolism. However, the mechanism of inulin treatment on glucose intolerance in offspring exposed to a maternal high-fat (HF) diet is still not clear. Here, we examined the hepatic DNA methylation profile to determine how maternal inulin supplementation modified glucose metabolism in offspring mice.

**Procedures:**

Female mice were fed a HF diet, control diet (CON), or a HF diet with inulin supplementation (HF-inulin) during gestation and lactation. Upon weaning, pup livers were obtained. A hepatic genome DNA methylation array was performed.

**Results:**

Pups exposed to a maternal HF diet exhibited glucose intolerance and insulin resistance. Maternal inulin treatment moderated glucose metabolism. A DNA methylation array identified differentially methylated regions associated with 970 annotated genes from pups exposed to a HF diet in response to maternal inulin treatment. In particular, the wingless-type MMTV integration site family member 5A (*Wnt5a*) gene was hypermethylated, and the phosphatidylinositol-4-phosphate 3-kinase catalytic subunit type 2 alpha (*Pik3c2a*), phosphatidylinositol-4-phosphate 3-kinase catalytic subunit type 2 beta (*Pik3c2b*), and phosphoinositide-3-kinase regulatory subunit 2 (*Pik3r2*) genes were hypomethylated in inulin-treated pups. Consistently, hepatic *Wnt5a* gene expression was reduced and *Pik3c2a*, *Pik3c2b*, and *Pik3r2* gene expression were increased in the inulin group.

**Conclusion:**

Maternal inulin treatment improved glucose intolerance by changing DNA methylation and gene expression of *Wnt5a* and *Pi3k* in mice exposed to a maternal HF diet.

## Introduction

Diabetes and its complications have become a major cause of death worldwide. Type 2 diabetes (T2D) results in great health and social burdens both in developing and developed countries. The T2D population has grown rapidly in recent years. Approximately 425,000 patients are diagnosed with T2D each year. In total, the global population of patients affected by T2D has already reached 415 million. Moreover, this number is estimated to reach 642 million in 2045 (Jaacks et al., 2016). Researchers have tried to explain the reason for the sharp increase in T2D. Genetic factors are important for the incidence of T2D. However, these factors cannot explain the incidence entirely. Environmental and lifestyle conditions also contribute substantially to this large increase in the rate of T2D (Dendup et al., 2018). In addition to adult life environmental factors (lifestyle), increasing evidence has shown that early-life living conditions also result in the incidence of metabolic disease (Vaiserman, 2017; Estampador and Franks, 2018; Zimmet et al., 2018). Research results from both monozygotic twin studies (Yajnik, 2013) and Pima Indians (Dabelea et al., 2000) have validated this idea.

Increasing evidence indicates that epigenetic regulation plays an important role in the linkage between the early environment and the incidence of metabolic diseases in later life (Bianco-Miotto et al., 2017). Abundant studies support epigenetic change as an important factor in the occurrence and development of metabolic diseases, such as obesity and T2D (Bansal and Simmons, 2018; Cheng et al., 2018). In 1992, Professors Hales and Barker raised the “thrifty phenotype” hypothesis (Hales and Barker, 1992). Until now, accumulating evidence in human and animal experiments have supported this hypothesis (Ravelli et al., 1976; Begum et al., 2012). Recent ideas have focused on the idea that over-nutrition and under-nutrition in early life cause major tissue and organ dysfunction in the fetal period and lead to metabolic dysfunction in adults, including effects on pancreatic β cells and adipose tissue (Godfrey and Barker, 1995; Tarry-Adkins and Ozanne, 2011). Both low birth weight (LBW, <2,500 g) and high birth weight (HBW, >4,000 g) will increase the risk of T2D in adults (Palatianou et al., 2014).

In recent years, scientists have found that epigenetic changes play a central role in the mechanism of early programing of metabolic diseases (Vaiserman et al., 2009; Davegardh et al., 2018; Szabo et al., 2018). Through developmental and differential processes, the epigenome may change dramatically. Epigenetic changes usually constitute DNA methylation, histone modification, and microRNA (miRNA) profile changes. DNA methylation is a phenomenon of the addition of a methyl group at the 5th position of the cytosine ring (Elhamamsy, 2016). Methylation in gene promoter regions usually inhibits gene transcription (Yin et al., 2017).

Prebiotics selectively stimulate the growth and/or activity of beneficial bacteria and have positive effects on the host gut tract. Prebiotics can reduce inflammation, improve gut permeability, and stimulate the growth of beneficial bacteria, including *Bifidobacterium* and *Lactobacillus*, in mice and human subjects (Roberfroid and Delzenne, 1998; Cani et al., 2009).

As a prebiotic, inulin is naturally present in a large variety of plants, including chicory. Inulin extracted from chicory includes a series of fructose molecules, which have 2–60-unit degrees of polymerization (DPs). Inulin is not digested in the human gastrointestinal system, but is fermented by gut bacteria. Through fermentation, the end-products are lactate and short-chain fatty acids (SCFAs), including acetate (Bornet, 1994; McBain and Macfarlane, 1997). Both human and animal experiments have shown that inulin has beneficial effects on metabolism, such as inhibiting increases in body weight and fat mass, improving blood glucose control, reducing inflammation, and increasing the abundance of *Bifidobacteria* in the gut (Delzenne et al., 2013). Moreover, inulin can increase satiety (Cani et al., 2005; Cani et al., 2006a) and increase glucagon-like peptide-1 (GLP-1) (Cani et al., 2006b), which stimulates insulin secretion after an oral glucose load, activates pancreatic β-cell proliferation, and inhibits pancreatic β-cell apoptosis (Meier and Nauck, 2005). In prediabetic subjects (Guess et al., 2016), individuals with type 1 diabetes (T1D) (Ho et al., 2016) and T2D patients (Liu et al., 2017), inulin-type fructans have been shown to moderate glucose intolerance.

Recently, possible mechanisms involving the gut microbiota and epigenetic moderation in human metabolic disease have been addressed (Remely et al., 2015). The free fatty acid receptor 3 (FFAR3) gene is hypomethylated in obese and T2D patients; moreover, the abundance of *Faecalibacterium prausnitzii* was significantly reduced (Remely et al., 2014). In pregnant women, blood DNA methylation patterns are associated with gut microbiota profiles (Kumar et al., 2014). The Firmicutes:Bacteroidetes ratio and the abundance of lactic acid bacteria are higher in T2D patients than in lean controls, which is accompanied by hypomethylated levels of inflammatory molecules such as the Toll-like receptor 2 (*Tlr2*) and *Tlr4* genes (Remely et al., 2015). However, the mechanism of DNA methylation moderation in the effect of maternal prebiotic supplementation on pups is still lacking.

Liver is the major organ in glucose metabolism. There are numerous enzymes and metabolic reaction occurred in liver (Petersen et al., 2017). Herein, inulin was investigated to evaluate the effect of prebiotic supplementation *in utero* on DNA methylation status in pup livers. We hypothesized that maternal prebiotic supplementation would lead to beneficial DNA methylation shifts in pups exposed to an intrauterine high-fat (HF) diet.

## Materials and Methods

### Animal Treatments and Diets

All experiments were performed in accordance with the Guide for the Care and Use of Laboratory Animals, 8th ed., 2011, using protocols approved by the Animal Care Committee of Peking Union Medical Hospital (Permit Number: MC-07-6004). Five-week-old female C57BL6/J mice were housed under a constant 12-h light and dark cycle at an ambient temperature of 23°C with free access to food and water. A total of 30 female mice were randomly assigned to a control American Institute of Nutrition-93G (AIN-93G) diet (CON, *n* = 10; kcal%: 10% fat, 20% protein, and 70% carbohydrate; 3.85 kcal/gm; Research Diets, Inc.) (Reeves et al., 1993) or a HF diet (HF, *n* = 20; kcal%: 45% fat, 20% protein, and 35% carbohydrate; 4.73 kcal/gm; Research Diets, Inc.). The AIN-93G diets contain 50 g wood fiber/kg diet as the fiber source (Reeves, 1997). After 4 weeks, the mice were mated with males. The onset of pregnancy was determined by the presence of a vaginal plug. Pregnant mice in the HF group were randomly divided into the HF group (continued to be fed a HF diet, *n* = 10) or the HF-inulin group [HF diet with 10% wt/wt inulin supplement (Vilof^TM^ Soluble Dietary Fiber; BAHEAL Medical Inc., Qingdao, China and Fengning Ping’an High-tech Industrial Co., Ltd., Heber, China), *n* = 10]. For avoiding sex differences on the effect of maternal inulin treatment on glucose metabolism (Yokomizo et al., 2014), male pups were sacrificed by decapitation at weaning (3-week-old). The livers were immediately frozen in liquid nitrogen and stored at −70°C. Figure 1 shows the experimental protocol.

**FIGURE 1:**
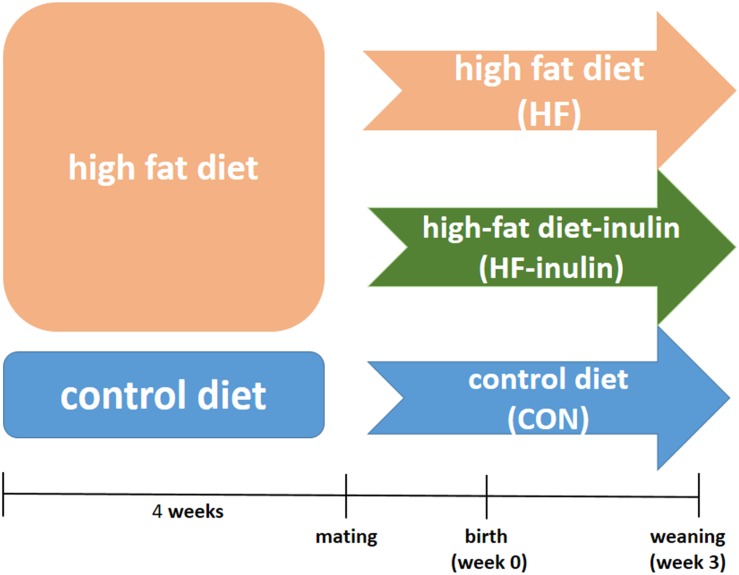
Animal experiment design.

### Body Weight and Fasting Blood Glucose Analysis

Body weight was measured at 3 weeks of age in pups. Fasting blood glucose was also measured (Contour TS glucometer, Bayer, Hamburg, Germany).

### Oral Glucose Tolerance Test

After fasting for 12 h, an oral gavage of glucose (2.0 g/kg body weight) was given to each mouse. Blood glucose levels were measured before and after glucose loading at 15, 30, 60, and 120 min. The area under the curve (AUC) of the oral glucose tolerance test (OGTT) was calculated.

### Serum Biochemical Measurements

After 12 h of fasting, blood samples were collected from mice pups at 3 weeks of age. The serum fasting insulin levels were assayed using a mouse insulin enzyme-linked immunosorbent assay (ELISA) kit [Millipore, Billerica, MA, United States, in duplicates, coefficient of variability (CV) < 9%]. The Homeostasis Model of Insulin Resistance (HOMA-IR) index was calculated using the following formula: HOMA-IR = (fasting insulin × fasting glucose)/22.5.

### DNA Preparation and DNA Methylation Microarray

Genomic DNA was extracted from the livers of the offspring in the HF, and HF-inulin groups (*n* = 3 in each group) using a DNeasy Blood & Tissue Kit (Qiagen, Fremont, CA, United States). The integrity, purity, and concentration of each DNA sample were assessed on a NanaDrop ND-1000 Spectrophotometer (Thermo Fisher Scientific Inc., Waltham, MA, United States). Three micrograms of DNA were sonicated into 100–500 bp fragments by using a Bioruptor sonicator (Diagenode). One microgram of fragmented genomic DNA was immunoprecipitated with a mouse monoclonal anti-5-methylcytosine antibody (Diagenode). Then, 200 μL of anti-mouse IgG magnetic beads were used to recover the immunoprecipitated DNA fragments, which were incubated for an additional 2 h at 4°C with agitation. For DNA labeling, 1 μg of DNA from each sample was incubated for 10 min at 98°C with Cy5 [immunoprecipitated (MeDIP) samples] or Cy3 (input samples) primers. Labeled DNA was hybridized to the Arraystar Mouse ReqSeq Promoter Array (Arrarystar Inc., Rockville, MD, United States). This array is designed to investigate the epigenetic modifications and transcription factor binding sites within RefSeq Gene promoter regions, including 22,327 gene promoter regions. 

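The scanner files of the 6 arrays held 174638 probes of 45 to 60 bp besides 5827 control spots. Each probe was identified by its position on the mm9 build of the mouse genome, and the files did not pair probes with gene names. Probes whose starts lay at most 1000 bp from the next were therefore joined into promoter regions for the comparison of the groups. This gave 22166 promoter regions on 21 chromosomes, with a median of 8 probes over 1644 bp and a median spacing of 209 bp between neighboring probes. At least 3 probes were present in 21986 of these regions. The Y chromosome carried 100 probes in 15 regions.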

Finally, arrays were washed and scanned with an Agilent Scanner G2505C (Agilent Technologies, Waldbronn, Germany).

### Data Normalization and Analysis

From the normalized log2 ratio data, a sliding-window peak-finding algorithm provided by NimbleScan v2.5 (Roche NimbleGen Inc.) was applied to find the enriched peaks. NimbleScan detects peaks by searching for at least two probes above a *p*-value minimum cutoff (−log10) of 2 and maximum spacing of 500 bp between nearby probes within the peaks. To compare differentially enriched regions between the HF-inulin group and the HF group, the log2 ratios were averaged and then used to calculate *M*′ for each probe: *M*′ = Average (log2^MeDIP(HF–inulin)/Input(HF–inulin)^)−Average (log2^MeDIP(HF)/Input(HF)^). The NimbleScan sliding-window peak-finding algorithm was run on these data to find the differential enrichment peaks (DEPs). 

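The peak search was repeated with a one-sided Kolmogorov-Smirnov test of the probes in a 750 bp window around each probe against all probes, since NimbleScan was not used here and the paper's text does not name the window width. On single arrays, this search found 1250, 1164, and 1325 enriched peaks in HF-inulin replicates 1, 2, and 3. It found 944, 1073, and 988 enriched peaks in HF replicates 1, 2, and 3. Run on the difference between the group averages and on its negative, it found 828 differential peaks. In the authors' deposited processed log2 ratios, the same search found 4011 differential peaks.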

The DEPs, identified by the NimbleScan algorithm, were filtered according to the following criteria: (1) At least one of the two groups has a median log2 MeDIP/Input ≥ 0.3 and a median *M*′ > 0. (2) At least half of the probes in a peak may have a CV ≤ 0.8 in both groups. To separate strong CpG islands from weak CpG islands, promoters were categorized into three levels: high CpG promoters/regions (HCP, high CpG density promoter), intermediate CpG promoters/regions (ICP, intermediate CpG density promoter), and low CpG promoters/regions (LCP, low CpG density promoter) (Weber et al., 2007).

### Pathway and Bioinformatics Analysis of Array Results

Differentially methylated genes (DMGs) were annotated using Gene Ontology (GO) terms [biological process (BP), cellular component (CC), and molecular function (MF)] as well as KEGG pathway enrichment using DAVID Bioinformatics Resources 6.7^1^ (Dennis et al., 2003). An adjusted *P*-value < 0.01 for GO term analysis and adjusted *P*-value < 0.05 for KEGG pathway analysis after the Benjamini–Hochberg procedure is considered as significant difference.

### Bisulfite Sequencing PCR

Bisulfite sequencing PCR (BSP) primers were designed using Methyl Primer Expression software 1.0 (Applied Biosystems, Foster City, CA, United States), as shown in Table 1. Genomic DNA extractions of the three groups (*n* = 10 in each group) were performed using the same method mentioned above. One microgram of DNA samples was converted using an EZ DNA Methylation Kit (Zymo Research, Irvine, CA, United States). The converted DNA was then amplified by PCR. PCR products were purified using a QIAquick Gel Extraction Kit (QIAGEN) and ligated to the pMD18-T Vector (Takara, Shiga, Japan). The plasmids were then purified using the PureLink Miniprep Kit (Invitrogen, Thermo Scientific Inc., Waltham, MA, United States). A minimum of 10 clones from each mouse were sequenced on the ABI 3730 sequence. Sequence analysis was performed using QUMA (Kumaki et al., 2008).

**TABLE 1:** Primers for bisulfite sequencing.

**Gene**	**Accession number**	**Primer sequence (from 5′ to 3′)**	**Production size**	**CpG number**
*Wnt5a*	NM_009524	F: 5′-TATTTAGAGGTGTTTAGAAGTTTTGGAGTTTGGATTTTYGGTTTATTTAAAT-3′	276	6
		R: 5′-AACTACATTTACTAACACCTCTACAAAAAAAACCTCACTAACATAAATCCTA-3′		
*Pik3c2a*	NM_011083	F: 5′-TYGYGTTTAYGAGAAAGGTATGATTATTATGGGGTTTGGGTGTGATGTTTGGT-3′	296	22
		R: 5′-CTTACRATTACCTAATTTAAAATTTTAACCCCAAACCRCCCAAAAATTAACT-3′		
*Pik3c2b*	NM_001099276	F: 5′-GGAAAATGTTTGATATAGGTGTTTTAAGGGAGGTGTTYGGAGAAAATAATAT-3′	311	9
		R: 5′-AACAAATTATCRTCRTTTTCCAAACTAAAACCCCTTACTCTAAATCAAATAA-3′		
*Pik3r2*	NM_008841	F: 5′-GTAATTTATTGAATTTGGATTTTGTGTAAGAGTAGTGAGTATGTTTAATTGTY-3′	419	31
		R: 5′-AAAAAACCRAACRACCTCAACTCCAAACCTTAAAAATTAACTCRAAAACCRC-3′		

**Wnt5a*, wingless-type MMTV integration site family, member 5A; *Pik3c2a*, phosphatidylinositol-4-phosphate-3-kinase catalytic subunit type 2 alpha; *Pik3c2b*, phosphatidylinositol-4-phosphate-3-kinase catalytic subunit type 2 beta; *Pik3r2*, phosphoinositide-3-kinase regulatory subunit 2.*

### RNA Isolation and Quantitative Real Time-PCR Analysis

Hepatic RNA from three groups (*n* = 10 in each group) was extracted using an RNeasy Mini Kit (Qiagen, Germantown, MD, United States), and cDNA was synthesized using oligo-dT and random primers (TaKaRa, Shiga, Japan). Quantitative real time-PCR (qPCR) was performed using a SYBR green real-time PCR master mix (Applied Biosystems, Foster City, CA, United States) on the ABI 7900 detection system (Applied Biosystems, Foster City, CA, United States). *Gapdh* was used as the internal control. Primers are listed in Table 2.

**TABLE 2:** Primers for qPCR.

**Gene**	**Accession**	**Primer sequences**	**Production**
	**number**	**(from 5′ to 3′)**	**size**
*Wnt5a*	NM_009524	F: 5′-GTTGCTCCGGCCCAGAAG-3′	112
		R: 5′-AGAAAAACGTGGCCAAAGCC-3′	
*Pik3c2a*	NM_011083	F: 5′-CAGTCGAAGCTCTCCTCAGC-3′	132
		R: 5′-AAATACCAGGACCTCACGCT-3′	
*Pik3c2b*	NM_001099276	F: 5′-GACTAGGCGATTCGGCGTTG-3′	146
		R: 5′-TGAGACAATAGCGCGAACGG-3′	
*Pik3r2*	NM_008841	F: 5′-TGGAGTTCCTAGGACCCGTG-3′	113
		R: 5′-TGGGAGTATGTGGCCTGACT-3′	

**Wnt5a*, wingless-type MMTV integration site family, member 5A; *Pik3c2a*, phosphatidylinositol-4-phosphate-3-kinase catalytic subunit type 2 alpha; *Pik3c2b*, phosphatidylinositol-4-phosphate-3-kinase catalytic subunit type 2 beta; *Pik3r2*, phosphoinositide-3-kinase regulatory subunit 2.*

### Statistical Analysis

Prism 5.0 (GraphPad Software Inc., San Diego, CA, United States) was used for all statistical analyses. Data are presented as the mean ± SEM. Comparisons between two groups were performed using Student’s *t*-tests. One-way ANOVA was used to detect differences among comparison groups followed by Tukey’s *post hoc* test for comparing groups. *P* < 0.05 was considered statistically significant.

## Results

### Maternal Inulin Supplementation Ameliorated Body Weight, Blood Glucose, and Insulin Resistance in Offspring

Pups from HF dams exhibited a 22.5% higher bodyweight at weaning (*P* < 0.01, Figure 2A). Inulin supplementation decreased body weight at weaning (*P* < 0.01, Figure 2A). Both serum fasting glucose levels and glucose levels from the OGTT increased significantly in the HF group pups (*P* < 0.01, Figures 2B,C). The AUC of the OGTT increased by 49.7% (*P* < 0.01, Figure 2D). Compared with the HF group, fasting blood glucose concentrations were lower in the HF-inulin group pups (*P* < 0.01, Figure 2B). Serum insulin levels were higher in the HF group pups than in the CON pups at 3 weeks of age (*P* < 0.01, Figure 2E). Glucose tolerance and insulin resistance tests revealed decreased glucose tolerance (*P* < 0.01, Figures 2C,D) and increased insulin resistance (*P* < 0.01, Figure 2F) in the HF group pups, respectively. Inulin supplementation ameliorated glucose tolerance (*P* < 0.01, Figure 2D) and insulin resistance (*P* < 0.01, Figure 2F).

**FIGURE 2:**
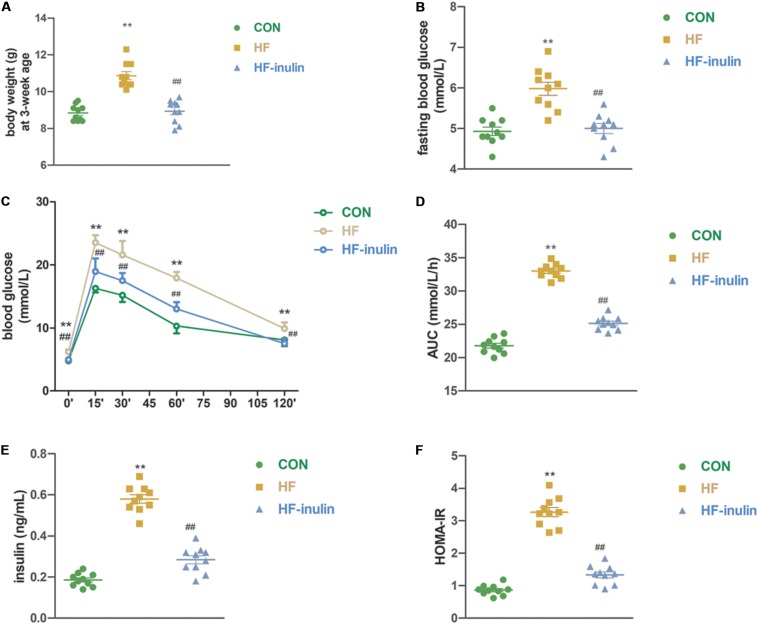
The effect of maternal early inulin treatment on metabolic variables of male mice offspring. **(A)** Body weight at weaning; **(B)** fasting blood glucose; **(C)** oral glucose tolerance test (OGTT); **(D)** area under curve (AUC) in OGTT; **(E)** serum insulin; **(F)** HOMA-IR. **P < 0.01 vs. CON group; ^##^*P* < 0.01 vs. HF group. Values are mean ± SEM (*n* = 10). CON, control diet; HF, high-fat diet; HF-inulin, high-fat diet with 10% wt/wt inulin supplement.

### Maternal Inulin Supplementation Affected Hepatic DNA Methylation in Offspring

DNA methylation array data are available from the NCBI’s Gene Expression Omnibus repository^2^ (GEO) under the series accession number GSE136766. HF-inulin group and HF group hepatic DNA methylation status were compared. 

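The array comparison covered the livers of 3 pups from dams fed the high-fat diet with 10% inulin (HF-inulin) and 3 pups from dams fed the high-fat diet alone (HF), all at 3 weeks of age, with 1 array per pup. The sample labels name liver, whereas the deposited extraction protocol mentions fat, and the samples were taken as liver as in the paper. In methylated DNA immunoprecipitation (MeDIP), an antibody against 5-methylcytosine recovers methylated fragments, so a higher log2 ratio of MeDIP DNA (Cy5) over input DNA (Cy3) stands for more methylation at the probe. The authors deposited the scanner's intensities, with the background subtracted and each dye scaled by 1 factor per array, and a table of their own processed log2 ratios. From the intensities, log2 MeDIP/input was computed for each probe, spots flagged as outliers were left out, and each array was centered on its median. The median input signal was 4.08, 1.92, and 2.97 times the median background in HF-inulin replicates 1, 2, and 3, and 11.8, 11.3, and 12.9 times in HF replicates 1, 2, and 3. The median MeDIP signal was 4.50, 1.69, and 2.56 times the background in the HF-inulin replicates, and 7.69, 13.7, and 13.4 times in the HF replicates. In HF-inulin replicate 2, 49.4% of the probes were well above background in the input, compared with 84.7% to 95.2% on the other arrays. Across probes, which are not independent replicates, the log2 ratios of the HF-inulin arrays correlated with each other at 0.775 to 0.890 and those of the HF arrays at 0.980 to 0.988. The HF arrays were scanned on 1 day and the HF-inulin arrays on 3 other days, so no scan day held both groups. The number of arrays limits the precision of each value.

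**Figure D1:**
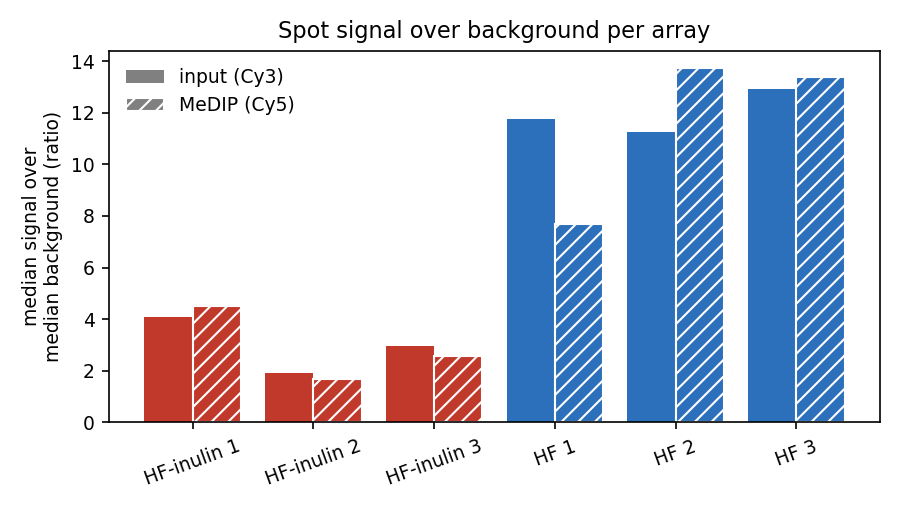
Median spot signal divided by median local background (ratio, vertical axis) for each array (horizontal axis), with plain bars for the input and hatched bars for MeDIP. The input ratios of the HF-inulin arrays lie between 1.92 and 4.08, all below those of the HF arrays.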

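The mean log2 MeDIP/input was compared between HF-inulin and HF in 21982 promoter regions with limma. With Benjamini-Hochberg adjustment, 5462 regions had an adjusted p under 0.05, of which 5058 were higher and 404 lower in the HF-inulin group. The median difference over all regions was 0.28, so most regions lay above 0 after centering each array on its median. After quantile normalization between arrays, the median difference was -0.0028, and 1747 regions were higher and 1535 lower. Over the alternatives, the count ranged from 0 to 11064, the latter after normexp background correction. The scan day as a random block in limma left 0 regions past the threshold, with 1946 at an unadjusted p under 0.05. Only the HF day held more than 1 array, so the correlation within a day reflects the unlike spreads of the groups. The loss of calls in this fit therefore cannot tell the scan day from the diet. Leaving out HF replicate 1, 2, or 3 also left 0 regions. The median SD between replicates was 0.26 in the HF-inulin group and 0.073 in the HF group. With such unlike spreads, limma on simulated regions gave a larger share of false calls than the threshold of 0.05 allows. Over all regions tested, whether past the threshold or not, the values of the groups did not overlap in 11234 (51.1%), where 10% is given by chance for 3 arrays against 3. The shift of 0.28 over all regions favors such separation by itself, so this share does not measure differences of single regions. Of the higher regions, the one with the smallest p lay on chromosome 15 from 94458318 to 94459938, with 1.21 ± 0.20 (SD, n = 3) in HF-inulin and -0.48 ± 0.030 (SD, n = 3) in HF. The difference was 1.69 (standard error 0.14, limma adjusted p = 0.0146, exact permutation p = 0.1, the smallest that 3 against 3 allow), and none of its 3 probes was well above background in both channels on all arrays. The next lay on chromosome 4 from 145682677 to 145684282, with -3.24 ± 0.059 (SD, n = 3) in HF-inulin and -4.49 ± 0.090 (SD, n = 3) in HF. Of the lower regions, the one with the smallest p lay on chromosome 13 from 91061903 to 91063147, with -1.48 ± 0.13 (SD, n = 3) in HF-inulin and -0.49 ± 0.040 (SD, n = 3) in HF. The next lay on chromosome 14 from 66758509 to 66760176, with -0.70 ± 0.14 (SD, n = 3) in HF-inulin and 0.31 ± 0.083 (SD, n = 3) in HF. Of the probes of these regions, 4 of 6 on chromosome 4, 2 of 6 on chromosome 13, and 2 of 6 on chromosome 14 were well above background in both channels on all arrays. All 4 regions had the same limma adjusted p, 0.0146, and lost significance with the scan day as a random block (adjusted p = 0.553). The region on chromosome 13 also lost it after normexp background correction, where its difference was -0.19 (adjusted p = 0.0808). The difference at the region on chromosome 4 was 1.25, and it ranged from 0.54 with loess to 1.90 with normexp. In the authors' processed log2 ratios it was 0.29 (limma adjusted p = 0.0465).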

A total of 1081 DMRs (970 annotated genes) were identified in 20 chromosomes (Figure 3), particularly on chromosomes 2, 4, 5, 7, 8, and 11. Among these DMRs, 582 (53.84%) were located in HCP, 264 (24.42%) in ICP, and 235 (21.74%) in LCP (Figure 3A). 

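Of the differential peaks found with the 750 bp window, 219 had a median log2 MeDIP/input of at least 0.3 in at least one group, and all 219 had a median M′ with the sign of the peak. The CV limit of 0.8 left 136 DMRs in 135 promoter regions. Their median length was 261 bp, and 116 of the 136 DMRs held 2 probes. The array medians of the groups did not overlap in 132 DMRs (97.1%). The rule itself favors such DMRs, and in 20 simulations with no difference between the groups a median of 58.5 of a median of 105.5 DMRs had no overlap. These simulations drew each probe independently, without noise shared by neighboring probes, so their counts can be too low. Over the alternatives, the number ranged from 7 at a peak score of at least 3 to 1588 when the same rule was applied to the authors' deposited processed log2 ratios. The 136 DMRs lay on 20 chromosomes. Chromosomes 5 and 7 had 16 DMRs each, chromosome 4 had 12, chromosome 2 had 8, chromosome 11 had 7, and chromosome 8 had 3. Together these 6 chromosomes held 62 DMRs, or 45.6% (exact binomial 95% interval 37.0% to 54.3%, for counting error only), and 41.5% of the promoter regions with at least 3 probes. This came to 6.80 DMRs per 1000 promoter regions, compared with 5.75 on the other chromosomes. The excess depended on the processing. The share of DMRs was 38.6% with loess within arrays and 37.8% with quantile normalization between arrays, both below 41.5%. It was 47.5% with normexp background correction. In the authors' processed log2 ratios, the 6 chromosomes with the most DMRs were chromosome 11 with 145, chromosome 2 with 134, chromosome 5 with 121, chromosome 7 with 120, chromosome 4 with 108, and chromosome 8 with 89. They held 717 of the 1588 DMRs, or 45.2% (exact binomial 95% interval 42.7% to 47.6%). From its DMRs the paper takes the annotated genes into its GO and KEGG analysis.

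**Figure D2:**
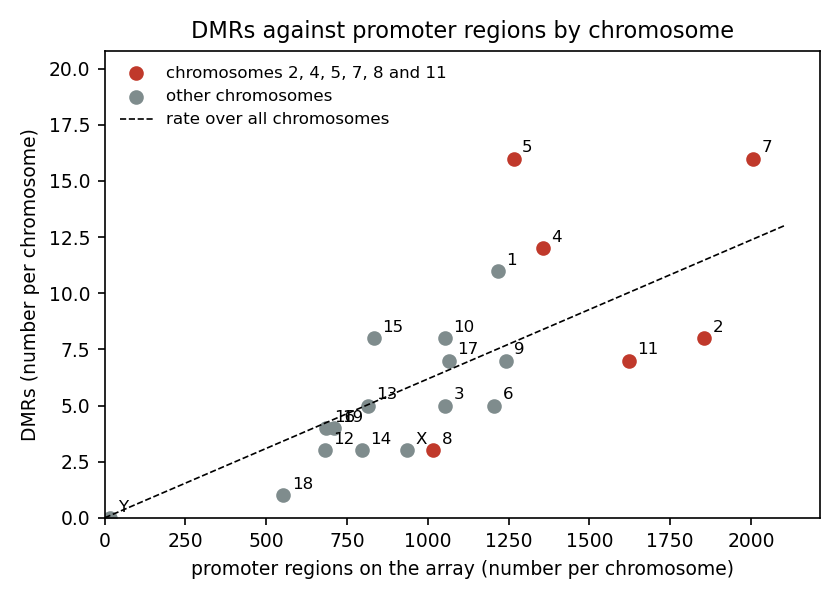
Number of DMRs (vertical axis) against the number of promoter regions with at least 3 probes (horizontal axis), 1 point per chromosome, with chromosomes 2, 4, 5, 7, 8, and 11 in red. The dashed line is the rate over all chromosomes. Chromosomes 4, 5, and 7 lie above the line and chromosomes 2, 8, and 11 below it.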

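Among the 136 DMRs called from the scanner intensities, M′ was above 0 in 89 (65.4%, exact binomial 95% interval 56.8% to 73.4%, for counting error only) and below 0 in 47 (34.6%). The median of M′ was 1.49 over the hypermethylated DMRs and -1.25 over the hypomethylated DMRs. The direction of the majority changed with the processing. Without the CV limit, 98 DMRs were hypermethylated and 121 hypomethylated. After quantile normalization between arrays, 30 were hypermethylated and 60 hypomethylated. In the authors' processed log2 ratios, 864 were hypermethylated (54.4%, exact binomial 95% interval 51.9% to 56.9%) and 724 hypomethylated. Leaving out HF-inulin replicate 3 gave 66 hypermethylated and 67 hypomethylated DMRs. The hypermethylated DMR with the highest peak score lay on chromosome 9 from 38136509 to 38136799, where the median log2 MeDIP/input was 1.06 ± 0.65 (SD, n = 3) in HF-inulin and -0.98 ± 0.24 (SD, n = 3) in HF. The next lay on chromosome 10 from 21787399 to 21788095, with 0.32 ± 0.67 (SD, n = 3) in HF-inulin and -1.43 ± 0.28 (SD, n = 3) in HF. The hypomethylated DMR with the highest peak score lay on chromosome 15 from 102994154 to 102994409, with -1.82 ± 1.37 (SD, n = 3) in HF-inulin and 0.51 ± 0.049 (SD, n = 3) in HF. The next lay on chromosome 7 from 28623272 to 28623544, with -0.86 ± 0.13 (SD, n = 3) in HF-inulin and 0.43 ± 0.028 (SD, n = 3) in HF. Neither of the probes of this last DMR was well above background in both channels on all arrays, compared with 1 of 2 on chromosome 9, 3 of 4 on chromosome 10, and 1 of 2 on chromosome 15. At each of these 4 DMRs every array of one group was above every array of the other (two-sided exact permutation p = 0.1, the smallest that 3 against 3 allow), and M′ kept its sign under every normalization and with each replicate left out.

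**Figure D3:**
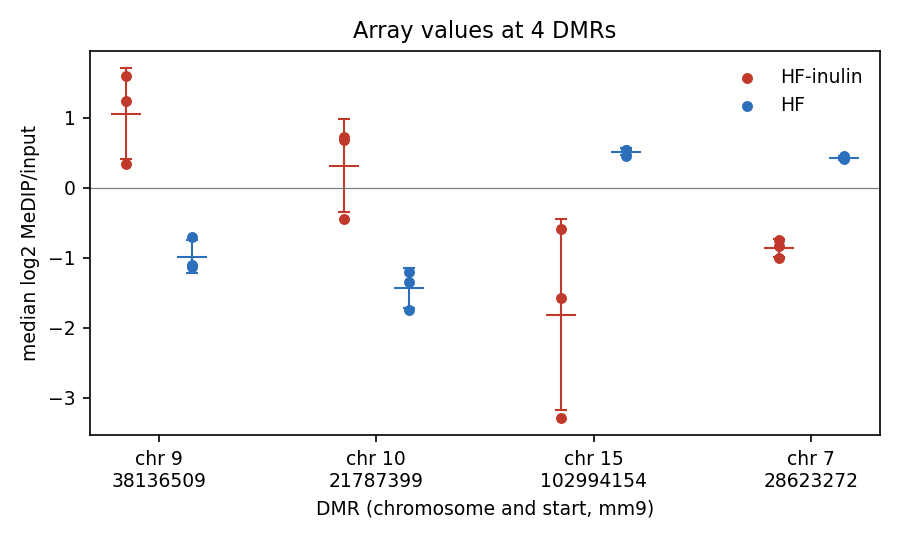
Median log2 MeDIP/input of each array (vertical axis) at 4 DMRs (horizontal axis, chromosome and start on mm9), with HF-inulin in red and HF in blue. Points are arrays, and the bars give the mean and SD of 3 arrays. The groups do not overlap at any of the 4 DMRs.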

Five hundred sixty-two hypermethylated DMRs (51.99%) and 519 hypomethylated DMRs (48.01%) were found in the HF-inulin group compared with the DMRs of the HF group (Figure 3B).

**FIGURE 3:**
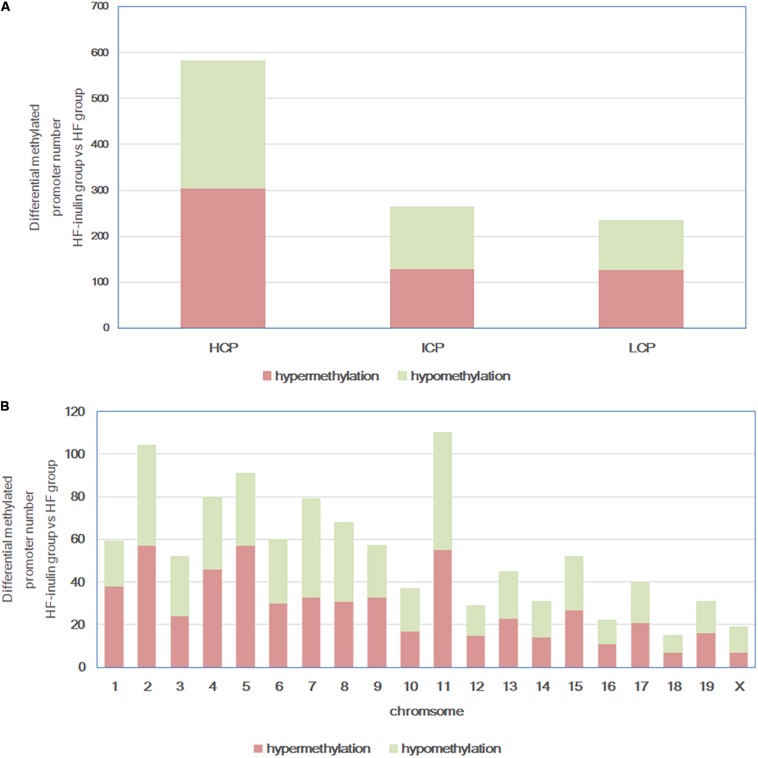
Differentially methylated promoters between HF-inulin group and HF group. **(A)** CpG density of differentially methylated promoters. **(B)** Chromosomal distribution of differentially methylated promoters. Red, differentially hypermethylated promoters; green, differentially hypomethylated promoters. Classification of all promoters with high (HCP, high CpG density promoter), intermediated (ICP, intermediate CpG density promoter), and low (LCP, low CpG density promoter) CpG content.

### Maternal Inulin Supplementation Affected Several Signaling Pathway in Offspring Liver

Differentially methylated genes were annotated with GO terms and Kyoto Encyclopedia of Genes and Genomes (KEGG) pathways. The top five significant BPs in GO terms were multicellular organism development, positive regulation of transcription from the RNA polymerase II promoter, dendrite development, negative regulation of protein localization to the cell surface, and regulation of multicellular organism growth (adjusted *P* < 0.01, Supplementary Table 1).

The investigation of KEGG pathways demonstrated that the top 14 significant pathways were HTLV-1 infection, proteoglycans in cancer, systemic lupus erythematosus, ubiquitin-mediated proteolysis, amoebiasis, Chagas disease, hippo signaling pathway, malaria, pathways in cancer, regulation of actin cytoskeleton, intestinal immune network for IgA production, nucleotide excision repair, WNT signaling pathway, and Jak-STAT signaling pathway (adjusted *P* < 0.05, Figure 4 and Supplementary Table 2).

**FIGURE 4:**
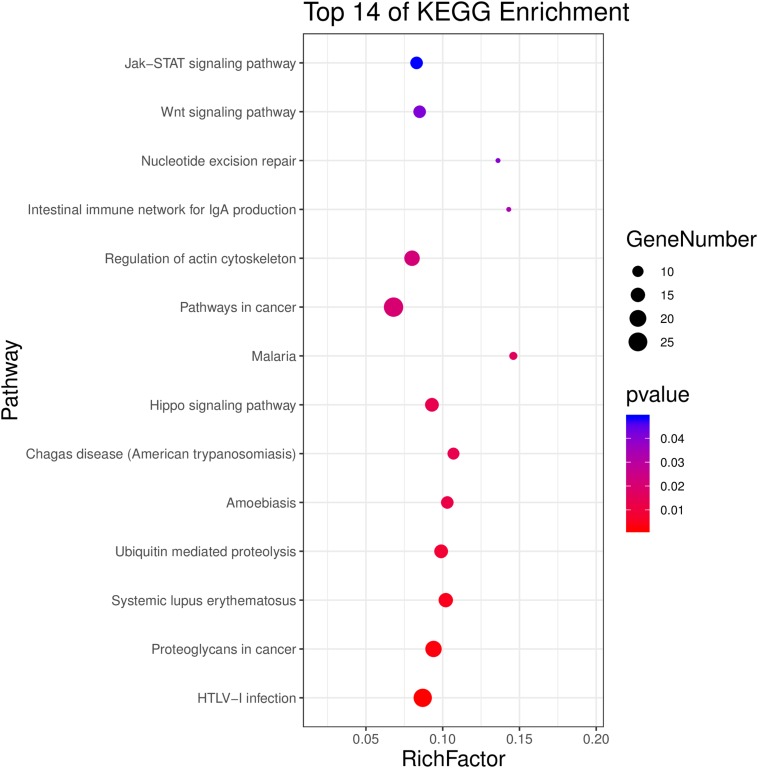
Top 14 significant KEGG pathways of differentially methylated genes between HF-inulin group and HF group (adjusted *P* < 0.05).

### Maternal Inulin Supplementation Activated *Wnt5a* Methylation and Inhibited *Pik3c2a*, *Pik3c2b*, and *Pik3r2* Methylation in Offspring Livers

To further validate the inulin supplementation-induced DNA methylation changes described above, four DMGs associated with the *Wnt* and *Pi3k* signaling pathway genes *Wnt5a*, *Pik3c2a*, *Pik3c2b*, and *Pik3r2* were selected for technical validation using independent bisulfite sequencing in three groups. Consistent with the methylation array results, the BSP results showed that *Wnt5a* gene methylation was decreased (*P* < 0.01, Figure 5A), while *Pik3c2a*, *Pik3c2b*, and *Pik3r2* gene methylation was increased in mice in the HF group (*P* < 0.01, Figures 5C,E,G). Inulin supplementation increased *Wnt5a* gene methylation (*P* < 0.05, Figure 5A) and reduced *Pik3c2a*, *Pik3c2b*, and *Pik3r2* gene methylation (*P* < 0.05 or *P* < 0.01, Figures 5C,E,G).

**FIGURE 5:**
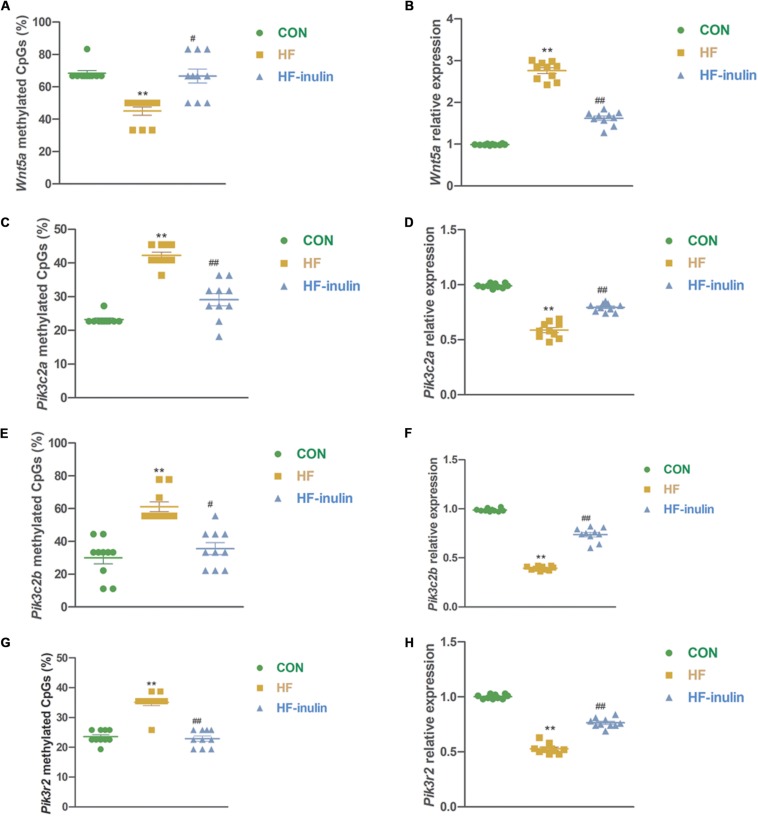
Validation of methylation array using bisulfite sequencing. Methylation ratio of *Wnt5a* **(A)**, *Pik3c2a* **(C)**, *Pik3c2b* **(E)**, and *Pik3r2* **(G)** in different groups and relative gene expression of *Wnt5a* **(B)**, *Pik3c2a* **(D)**, *Pik3c2b* **(F)**, and *Pik3r2* **(H)** in different groups. **P < 0.01 vs. CON; ^#^*P* < 0.05, ^##^*P* < 0.01 vs. HF. Values are mean ± SEM (*n* = 10). CON, control diet; HF, high-fat diet; HF-inulin, high-fat diet with 10% wt/wt inulin supplement.

### Maternal Inulin Supplementation Changed *Wnt5a*, *Pik3c2a*, *Pik3c2b*, and *Pik3r2* Gene Expression in Offspring

In line with the alteration of DNA methylation, gene expression analysis using qPCR showed reduced mRNA expression of *Wnt5a* and increased mRNA expression of *Pik3c2a*, *Pik3c2b*, and *Pik3r2* in mice exposed to HF-inulin compared with mice in the HF group (*P* < 0.01, Figures 5B,D,F,H). Together, our results suggested that inulin supplementation might alter *Wnt5a*, *Pik3c2a*, *Pik3c2b*, and *Pik3r2* gene methylation and mRNA expression in mouse pups from HF-exposed dams.

## Discussion

In this study, we investigated the effect of maternal inulin treatment on offspring glucose metabolism at weaning. The results revealed that a maternal HF diet induced early-onset diabetes among male offspring at weaning. Maternal inulin treatment moderated glucose intolerance and insulin resistance caused by maternal HF diet exposure. Several studies had drew the similar conclusion about the benefit of inulin (Hallam and Reimer, 2014; Dennison et al., 2017). However, recent one study found that C57BL/6J mice fed a HF diet could be susceptible to liver cancer upon consumption of inulin (Singh et al., 2018). In clinical trials, it did not show adverse effects of inulin on liver function in human (Wang et al., 2019). The reason might be the duration of inulin treatment and HF diet. In Singh’s study, mice fed with HF diet and inulin for 6 months.

The “first 1000 days” concept states that the intrauterine year and the first two years of a child’s life is a critical stage of human development and health that impacts the rest of the child’s life (Berg, 2016). Numerous interventions have shown the bifidogenic effects of inulin in infants and children (Meyer and Stasse-Wolthuis, 2009; Roberfroid et al., 2010), and inulin is widely applied in infant formula today for its prebiotic properties and more recently in milk for toddlers. Inulin supplementation during the first 1000 days has an important effect on the health of the infant, such as effects related to infections and the immune system (Thorburn et al., 2015; Firmansyah et al., 2016). Moreover, the potential of inulin in metabolic programing has also been addressed. Maternal dietary inulin affects the intestinal microbiota in suckling piglets (Passlack et al., 2015). Postnatal inulin intake in offspring exposed to maternal protein restriction moderated insulin resistance in male rat offspring (Hallam and Reimer, 2014). Additionally, a maternal high-prebiotic-fiber diet could reduce the incidence of obesity induced by a HF diet in adulthood (Hallam and Reimer, 2013). Unlike the postnatal period, few studies have focused on the effect of inulin treatment *in utero* on infants. Maternal oligofructose treatment in obese female rats during gestation and lactation reduced offspring blood glucose in 17-week-old rats through the gut microbiota (Dennison et al., 2017). Metabolite production by the gut microbiome may affect epigenetic changes. Butyrate is a SCFA and is a potent inhibitor of histone deacetylases (HDACs) (Davie, 2003). Some recent research has focused on the linkage of the gut microbiota and host epigenetic modification. In a pilot study among pregnant women, the dominant abundance of Firmicutes or Bacteroidetes in the gut microbiota was associated with differential blood DNA methylation linked to lipid metabolism and obesity (Kumar et al., 2014).

In this study, maternal inulin treatment increased *Wnt5a* gene methylation expression in the livers of mice exposed to a maternal HF diet. Moreover, *Wnt5a* gene expression decreased in the inulin group. Some recent research revealed a direct effect of disturbed WNT signaling on metabolic diseases, such as insulin resistance, inflammation, and T2D (Kikuchi et al., 2012). Schulte et al. (2012) showed that serum WNT5A increased dramatically in obese subjects with low-grade inflammation via non-canonical signaling. In rats with T2DM associated with non-alcoholic steatohepatitis (NASH), *Wnt5a* mRNA and protein expression increased in the liver (Tian et al., 2014). C-Jun N-terminal kinase (JNK) is a downstream molecule in the non-canonical WNT signaling pathway (Veeman et al., 2003). Inhibition of the WNT5A/JNK1 axis improved insulin sensitivity and metabolic function (Ouchi et al., 2010). Therefore, early maternal inulin intervention may moderate insulin resistance by inhibiting *Wnt5a* in male offspring.

In the inulin group, we also observed lower methylation and higher gene expression of *Pik3c2a*, *Pik3c2b*, and *Pik3r2*, three genes involved in a phosphorylation cascade. Phosphoinositide 3-kinase (PI3K) is a key switch in the insulin signaling pathway. PI3K regulates the phosphorylation of protein kinase (PKB) and phosphoinositide-dependent protein kinase (PDK) cascades (Shepherd et al., 1998). A maternal HF diet led to PI3K regulatory subunit 1 (*Pi3kr1*), PI3K regulatory subunit 3 (*Pi3kr3*), and PI3K catalytic subunit type 2 beta (*Pi3kc2b*) hypermethylation and lower expression than that in rats fed a normal diet (Remely et al., 2014). Inulin may inhibit *Pi3k* methylation to activate *Pi3k* expression to moderate glucose metabolism.

## Conclusion

In summary, this paper utilized a genome-wide DNA methylation array to identify epigenetic modifications in offspring affected by maternal early inulin treatment for the first time. Maternal inulin intervention may improve glucose intolerance and insulin resistance resulting from maternal HF diet exposure by modifying DNA methylation of *Wnt5a* and *Pi3k* in the liver (Figure 6). This finding may help to identify the therapeutic target molecule to manage diabetes, especially for offspring exposed to maternal obesity and diabetes. Further work is needed to underline the detail mechanism of maternal inulin on these signaling pathway and the relationship with gut microbiome and metabolites. Moreover, the effect of maternal inulin treatment on female offspring and F2 generation glucose metabolism remain to be explored.

**FIGURE 6:**
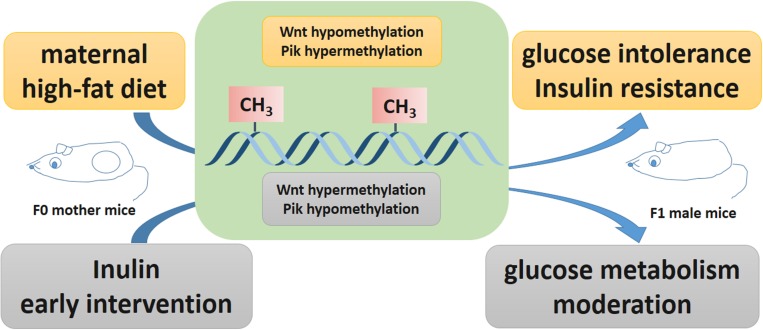
Potential effect of inulin treatment reversed epigenetic changes on gene expression affected by maternal high fat diet. Maternal high fat diet led hypomethylated *Wnt5a*, hypermethylated *Pik3c2a*, *Pik3c2b*, and *Pik3r2* in pup livers. Maternal inulin reversed these epigenetic changes in pup livers exposed to maternal high fat diet.

## Data Availability Statement

The datasets generated for this study can be found in the DNA methylation array data are available from the NCBI’s Gene Expression Omnibus repository (GEO; http://www.ncbi.nlm.nih.gov/geo/) under the series accession number GSE136766.

## Ethics Statement

All experiments were performed in accordance with the Guide for the Care and Use of Laboratory Animals, 8th ed., 2011, using protocols approved by the Animal Care Committee of Peking Union Medical Hospital (Permit Number: MC-07-6004).

## Author Contributions

XX conceived and designed the experiments and contributed reagents, materials, and analysis tools. QZ, JZ, TW, and XW performed the experiments. MY, ML, and FP analyzed the data. QZ wrote the manuscript.

## Conflict of Interest

The authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

# Supplementary material for: Maternal Inulin Supplementation Alters Hepatic DNA Methylation Profile and Improves Glucose Metabolism in Offspring Mice
**Source:** Front Physiol. 2020 Feb 7;11:70. doi: 10.3389/fphys.2020.00070
**Supplement:** Supplementary file 1

Supplemental Table 1. Significant GO term of differentially methylated genes between HF-inulin group and HF group (adjusted *P*<0.01)

| category | Term ID | Term name | gene count | Adjusted P Value | Genes |
| --- | --- | --- | --- | --- | --- |
| biological process | GO:0007275 | multicellular organism development | 66 | 0.001974 | STIL, SLC22A16, NRP1, PDGFA, PAX2, HOXD10, HOOK1, HOXC9, WNT3, CCBE1, SPRED3, OLIG1, POU4F1, ANGPT2, SCX, TWIST2, ALX1, WNT10B, NOTO, PDPN, RREB1, NKX2-6, PLXNB2, DPPA5A, ARHGAP24, MIXL1, FMN2, ARVCF, SENP1, CAMK1, SEMA4B, RIPPLY2, GADD45B, IGSF9, RAD17, TSNAXIP1, WNT5A, SHROOM2, HOXA11, NANOS2, PAQR7, T, TPI1, KRT8, FBXW4, POU3F3, ODF1, SPATA6, TMEM198, SPATA5, HELLS, WNT8B, TRNP1, GSX1, FOXA1, ISL1, GGN, NKX6-1, FEZF2, FZD10, TBATA, SFRP4, HOPX, HOXB9, C77370, CIT |
| biological process | GO:0045944 | positive regulation of transcription from RNA polymerase II promoter | 64 | 0.002153 | HNF1A, ARNT2, XRCC6, PAX2, HOXD10, WBP2, MAMSTR, GATA2, S1PR1, GATA5, PSIP1, IL1B, RARA, PATZ1, POU4F1, SCX, NR2F1, ALX1, CIITA, AR, WNT10B, ARID5A, IL25, CDK9, MED13, CD40, DDN, LPIN1, MIXL1, JUNB, ADRB2, SENP1, IFNB1, CAMK1, WNT5A, ABLIM2, PUS1, UBE3A, HDGF, ARID2, T, REL, AUTS2, NKX2-1, POU3F3, TAF9, TCEA1, ZFP292, TCEA2, NFATC2, PIK3R2, GSX1, FOXA1, KLF15, ISL1, HDAC3, DLX6OS1, CSRNP2, HOXB9, RAD54L2, IRF4, KLF2, NFIB, IL2 |
| biological process | GO:0016358 | dendrite development | 7 | 0.004409 | FEZF2, NRP1, GRIP1, GHRL, CIT, IGSF9, SCARF1 |
| biological process | GO:2000009 | negative regulation of protein localization to cell surface | 4 | 0.005787 | LEPROTL1, ACTN2, LEPROT, TAX1BP3 |
| biological process | GO:0040014 | regulation of multicellular organism growth | 7 | 0.005802 | HDAC3, HTRA2, FTO, ATRN, NPPC, SPR, PRLH |
| cellular component | GO:0016020 | membrane | 361 | 6.80E-06 | STARD3NL, QPCTL, XRCC6, LPAR1, AQP6, RNF215, MEGF11, HS2ST1, MALL, S1PR1, HTRA2, APOE, PLOD3, CH25H, PSENEN, ADAM9, AUP1, GTPBP1, TMEM150C, CRTAM, BSG, GJD3, C1GALT1C1, MAGI1, GATM, RAN, PDPN, TTC7B, CDHR5, MED13, CD40, LHFP, LPCAT2, NCAPD2, LHFPL3, WFDC8, LHFPL5, LHFPL4, PTRF, SPAG4, HTR7, DOC2G, TMEM170B, EXT1, MDH2, LY6G6D, GCNT4, CDK5R1, TMX4, MTX1, ITGA11, CACNB1, CHCHD3, XK, SFXN1, DAAM1, TMEM229B, VMN1R45, HCRTR2, SLC32A1, RILPL1, 1600002K03RIK, SYBU, ZAP70, LETMD1, PABPC1, RPS23, GUCY2G, SPNS3, SCD2, PLB1, TM2D2, ACER2, RHBDF1, TREX1, TAX1BP3, KCNK1, RPS6, KCNK2, MARCH11, CYP7B1, GNGT2, SYNE2, TREML4, HSPA14, SYTL3, UTS2R, SMURF1, ADAR, STEAP3, CYP2J5, JPH3, NRP1, LEPROTL1, SLC20A1, HIP1R, SLC20A2, SLC15A2, GRIP1, SUSD2, ATP10A, H2-D1, HELZ, LTC4S, KCNIP3, ART4, ATAD3A, NOD1, FANCI, AGPAT9, FAM129A, GOLGA5, ATP5H, JAKMIP1, ZDHHC2, GPR174, PIK3C2A, SPECC1, SLC3A2, NDUFA11, FMN2, CLIC3, CLIC4, DOK7, SEMA4B, VCAN, GLRA4, GNAS, SUSD3, TMCO1, RAB3A, SHROOM2, HSD3B1, MTDH, REN1, ABI3, HIST2H3C1, WTIP, TPCN2, MIP, NPDC1, MTMR3, GNPTAB, HPSE2, FAT2, EXOC4, 4932438A13RIK, PHLDA3, NSDHL, MARS, PRSS30, A4GALT, COX7A1, RRBP1, DLGAP2, TMEM9, ATRN, H2-AB1, TMEM5, GABARAP, PREB, GBA2, RAB30, CSNK1D, ILF2, AP2A1, LAYN, KREMEN1, LIME1, UBXN8, PTCH2, BAMBI, CIT, NCLN, UBXN4, CMTM5, KCNC2, SLC22A16, XPO1, SLC44A1, KCNC4, SLC13A5, PDGFA, SLC22A15, TIRAP, TNFSF13, ITPKB, ILDR1, VIPR1, RELL1, IQGAP1, RELL2, ELOVL1, SLC2A5, FAM49B, SLC2A4, ST3GAL4, SLC25A22, SPRED3, IL15RA, SLC4A2, RPN2, LEPROT, ANKZF1, SCAMP5, ATG9A, NBAS, PLXNB2, ERP29, SLC22A23, STAP2, SOCS7, MRGPRE, SLC22A20, PROKR1, RPH3A, BICD1, HNRNPU, CYP4X1, COPG2, CHID1, CHPF, CD300LF, CLIP1, IGSF9, SEC61G, FXYD1, SNX9, DERL2, SLC38A3, ANTXRL, BBS7, MRAP, DRD5, SNX8, LRBA, PAQR7, CTSA, ST8SIA2, UBAC2, ITGB1, RPL10L, IL12RB2, MRS2, SLC48A1, DDX46, HIST1H4A, TOMM6, RNFT2, MTCH1, OTOP2, RNFT1, TMEM198, ENTPD2, PARD6A, TBC1D10C, ADAM23, CPNE6, CKAP4, TNFRSF13B, DOCK9, GOLIM4, NIPA2, BFSP2, UCP1, ATAD1, NMT2, LAMP1, ITGB2L, LOXHD1, HIST1H3A, CACNA1G, COQ10B, RHBDL2, SYT15, YIPF4, TGTP2, TMPO, SPCS2, HIST1H3E, SCARA3, HIST1H3G, DCXR, DNAJB6, SLC25A17, COPA, CXCR1, RGP1, RHOU, SDC2, PLEKHB2, ARHGAP21, GPC5, TAAR6, SLC35D3, ZFYVE16, SLC1A7, NIPAL2, LBP, RAMP1, BOC, SLC43A2, SGK1, PARM1, HEPHL1, CDK9, SRPRB, RASL12, DDN, CDK5, LPIN1, MCM5, COQ3, EIF4G2, FAM134C, ADRB2, PSD, DGAT2, CD82, KRIT1, CHRM1, ARCN1, MFSD10, PPM1L, PDE9A, SNX10, PHLPP2, NDUFB7, SCARF1, TUBGCP3, SLC35B3, TOR1A, TOR1B, CD4, PLCD1, PIK3R5, CATSPERG1, EHD1, SCNN1A, VPS36, CRIM1, VSTM2B, TMC6, HPN, ABHD15, DNM1L, TMBIM6, TSPAN14, DCST1, MAN1C1, NCSTN, ATXN2, LMBR1L, FZD10, ITPRIPL1, PRLR, TMEM43, IRF4, GGA2, RNF40, OPRD1 |
| cellular component | GO:0005634 | nucleus | 312 | 3.74E-05 | HIST2H2AA2, TEX19.2, HMGN2, XRCC6, SNIP1, HOXD10, HIST2H2AA1, MAMSTR, TRAK2, HTRA2, APOE, FAM53A, PHTF1, RARA, PATZ1, TWIST2, MAGI1, RAN, NKX2-6, RREB1, ANAPC4, GSTT1, MED13, ESCO2, NCAPD2, STRA13, PPP1CA, RFC4, PTRF, BAZ1B, SPAG5, SMARCAL1, NLE1, CAMK1, ZNHIT1, TGIF2, MDH2, CDK5R1, PUS1, HOXA11, CHCHD3, T, TPI1, ACD, LHX4, TCTEX1D4, NKX2-1, PABPC1, LGALS1, FTO, TREX1, KLF15, RPS6, TAX1BP3, U2AF1L4, KCNK2, NOP10, RPF1, GGN, NKX6-1, LGALS9, HN1L, CBLC, SYNE2, CSRNP2, PKP3, SFRP4, HOPX, ZFP800, ZIK1, RAD54L2, SMURF1, KLF2, ZFHX3, ADAR, RANBP10, ZFP385C, ZFP46, HNF1A, HELZ, LTC4S, FOXS1, KCNIP3, SENP6, P4HA2, FANCI, PARG, DMRTC1A, FANCG, ANGPT2, FANCA, SCX, NR2F1, NFKBIZ, AR, CCNJ, RBBP4, NOTO, ANP32B, RRP36, PIK3C2A, SPECC1, SLC3A2, RAD52, MXD1, FMN2, ARVCF, IGFN1, SENP1, CLIC3, CLIC4, LYZL4, RIPPLY2, GNAS, GADD45B, CRYBA1, MTDH, HIST1H2AF, CETN2, NLRP1A, HIST2H3C1, WTIP, MIF, SNRK, RB1CC1, FAT2, TCEA1, TCEA2, 4932438A13RIK, MLLT3, RBM22, RBM24, STRADB, CAPN3, MIS12, FSD1, PREB, SUGP2, TBATA, ILF2, UBTF, CSNK1D, PHF13, OBFC1, HSPA4L, UBXN4, XPO1, XPO6, GNPDA2, STK35, ARNT2, SNRPD2, ITPKB, ZFP787, ZFP580, IQGAP1, GATA2, EIF4EBP1, HOXC9, GATA5, EED, PSIP1, SRRM1, IL15RA, PITPNC1, OLIG1, RPN2, ZFP276, CIITA, NUDT6, TRIM41, SOCS7, XRRA1, HNRNPU, JUNB, TACC2, CHID1, MAD2L1BP, KDM2B, HSPB6, SNRPB, DCUN1D4, RAD17, BBS7, SSH3, HDGF, TRRAP, RBX1, RPL10L, IRAK3, POLE4, DDX46, HIST1H4A, CNOT6L, AUTS2, NPM3, RNF11, TAF9, UNKL, HELLS, PARD6A, MAFF, TRIP4, FOXA1, GSX1, SUGT1, FOXP4, ARMC1, ATAD1, SALL3, FEZF2, DLX6OS1, HDAC3, HIST1H3A, RFX1, HOXB9, TMPO, HIST1H3E, ABL1, HIST1H3G, DCXR, DNAJB6, MYH10, KIF23, E2F2, RSF1, PRDX4, DPH3, PAX2, PAK6, MT2, RANBP1, HIST3H2A, POU4F1, FAM83G, TUBA1C, NFX1, ALX1, SGK1, PARM1, DDB1, ARID5A, CDK9, ZFP28, DDN, CDK5, LPIN1, MCM5, MIXL1, GZF1, RFWD2, CD3EAP, ADRB2, ZPBP2, FAM120B, UBE2K, SERPINA3G, HORMAD1, 1110004E09RIK, UBE2S, CPSF1, UGP2, SNX10, WIZ, PRKCZ, BCLAF1, PHLPP2, IRX5, HYLS1, UBE3A, NANOS2, IRX2, TRA2A, ADH5, SMUG1, STUB1, RPA3, PRDM12, REL, TOR1A, KRT8, TOR1B, GTF3C5, POU3F3, NEFH, PLCD1, PIK3R5, HSPA4, ODF1, ZFP292, NFATC2, VPS36, PIK3R2, TERF1, MSH6, NACC2, TRNP1, UBE4B, BMYC, RCAN1, SIRT7, ISL1, UBE2Q1, RALGDS, KRT73, TOX, ZFP182, TMEM43, IRF4, C77370, RNF40, NFIB |
| cellular component | GO:0005737 | cytoplasm | 328 | 8.33E-04 | TEX19.2, HMGN2, PLEKHM2, CROCC, THOP1, XRCC6, SNIP1, LPAR1, HOOK1, WDR72, TRAK2, APOD, STAC, APOE, PHTF1, RARA, DHX35, PRLH, TWIST2, ADAM9, AUP1, GTPBP1, MAGI1, RAN, RREB1, TTC7B, GSTT1, DPPA5A, CD40, NCAPD2, PPP1CA, PTRF, SPAG5, SPAG4, CAMK1, KIF26A, CDK5R1, CHCHD3, UBA6, AFAP1L2, DAAM1, PXN, T, RILPL1, ACD, CRMP1, 1600002K03RIK, ZAP70, KBTBD8, TCTEX1D4, PABPC1, RPS23, UNC119, CRIP1, LGALS1, TREX1, KCNK1, RPS6, TAX1BP3, U2AF1L4, LGALS9, GGN, HN1L, CCT4, SYNE2, RNF208, PTAR1, SFRP4, HOPX, HSPA14, SMURF1, ZFHX3, ADAR, RANBP10, STEAP3, ZFP46, HNF1A, HIP1R, TTLL9, RASSF7, KCNIP3, SENP6, NOD1, TMSB15A, P4HA2, CEP250, FANCI, PARG, LMOD1, FANCG, FBXL15, FAM129A, FANCA, ATP5H, JAKMIP1, ARHGEF3, EIF2S3X, AR, ANP32B, PIK3C2A, SLC3A2, ARHGEF16, GMPS, FMN2, ARVCF, MYRIP, IGFN1, SENP1, CLIC3, ADM, CLIC4, IL12A, GNAS, GADD45B, CRYBA1, MON1B, TSNAXIP1, SHROOM1, PPFIA3, SHROOM2, MTDH, REN1, ABI3, CETN2, NLRP1A, LIX1, SERPINB1B, WTIP, MIF, SPHKAP, MTMR3, DNALI1, SNRK, RB1CC1, AGT, EXOC4, PCMT1, USP33, SPATA5, PHLDA3, MARS, RBM22, RBM24, ATRN, LRRC45, STRADB, CAPN3, GABARAP, FSD1, TBATA, PPP1R2, RAB30, CSNK1D, ILF2, HSPA4L, PSAT1, CIT, BAMBI, UBXN4, STIL, CEP72, XPO1, GNPDA1, XPO6, GNPDA2, STK35, ARNT2, TIRAP, IQGAP3, SNRPD2, TNFSF13, IQGAP1, TGFB2, EIF4EBP1, NLRC3, WNT3, SLC2A4, IL1B, PITPNC1, SPR, TUBG1, VMAC, ATG9A, NUDT6, STAP2, TRIM41, HAL, SOCS7, ACTN2, XRRA1, HNRNPU, TACC2, COPG2, MAD2L1BP, HSPB6, CHPF, SNRPB, CLIP1, NEURL2, SEPT9, TRAF1, WNT5A, SNX9, ARPP21, BBS7, SSH3, HDGF, UBAC1, ITGB1, RBX1, IRAK3, EIF3B, CNOT6L, ANKIB1, RNF11, UNKL, RHOBTB3, PARD6A, GM853, TRIP4, CKAP4, CPNE6, RPGRIP1L, BFSP2, KCTD2, SUGT1, NMT2, LAMP1, HDAC3, CACNA1G, ABL1, DNAJB6, MYH10, SLC25A17, KIF23, COPA, PODNL1, PRDX4, RGP1, DPH3, NDUFAF1, PAK6, ARHGAP21, TRIM3, SLK, ZFYVE16, MT2, RANBP1, KLHL24, PLCB2, LOXL1, FAM83G, TUBA1C, NFX1, SGK1, PARM1, DDB1, CDK9, PFKM, SRPRB, ARHGAP24, DDN, CDK5, LPIN1, GZF1, RFWD2, CD3EAP, EIF4G2, TARS, ADRB2, SERPINA3G, ATG4B, UBE2K, KRIT1, ARCN1, GHRL, LCE3F, PDE9A, HORMAD1, 1110004E09RIK, UBE2S, UGP2, SNX10, CASQ2, ABLIM2, PRKCZ, BCLAF1, PHLPP2, HYLS1, UBE3A, NANOS2, VIM, ADH5, STUB1, SERPINB9C, TUBGCP3, REL, TOR1A, KRT8, SEC16A, TOR1B, NEFH, PLCD1, PIK3R5, HSPA4, NFATC2, VPS36, TERF1, MSH6, TMC6, HPN, DNM1L, GIMAP8, TMBIM6, UBE4B, GRSF1, DPYSL5, RCAN1, SIRT7, UBE2Q1, RALGDS, ATXN2, FZD10, MPI, IRF4, APIP, ARAP2, OPRD1 |
| cellular component | GO:0005667 | transcription factor complex | 24 | 0.0012 | E2F2, TRIP4, HNF1A, PUS1, HOXA11, XRCC6, ARNT2, ARID5A, TRRAP, WTIP, PAX2, LPIN1, ARID2, JUNB, GATA2, GATA5, REL, NKX2-1, OLIG1, NFATC2, ZFHX3, SCX, TWIST2, ALX1 |
| cellular component | GO:0000139 | Golgi membrane | 31 | 0.002438 | GCNT4, COPA, QPCTL, RGP1, RHOU, HS2ST1, ARHGAP21, MALL, GNPTAB, GALNTL6, SEC16A, SYBU, LEPROT, GOLGA5, SCAMP5, PARM1, A4GALT, DNM1L, RHBDF1, TMEM5, LPCAT2, MAN1C1, GABARAP, RFWD2, PREB, GBA2, COPG2, ARCN1, SCARA3, EXT1, TMCO1 |
| molecular function | GO:0005515 | protein binding | 233 | 6.56E-06 | TEX19.2, CROCC, XRCC6, SNIP1, HOOK1, MAMSTR, APOE, GIT2, RARA, PSENEN, PATZ1, HTRA3, TWIST2, CUL1, ADAM9, MAGI1, RAN, CD40, LHFPL5, PPP1CA, BAZ1B, F2, CAMK1, KIF26A, CDK5R1, PUS1, A, HOXA11, CHCHD3, CACNB1, UBA6, CHCHD4, PXN, HCRTR2, T, ACD, ZAP70, NKX2-1, PABPC1, UNC119, CRIP2, LGALS1, TREX1, KLF15, HS1BP3, KCNK1, RPS6, TAX1BP3, U2AF1L4, NOP10, KCNK2, GGN, CCT4, PKP3, HOPX, TREML4, RAD54L2, TRAFD1, SYTL3, SMURF1, KLF2, ADAR, STEAP3, NRP1, HNF1A, HIP1R, GRIP1, H2-D1, HELZ, WBP2, NOD1, P4HA2, ANGPT2, SCX, AR, RBBP4, PIK3C2B, SLC3A2, MXD1, GPR179, ARVCF, MYRIP, SENP1, DOK7, SEMA4B, GNAS, GADD45B, TSNAXIP1, RAB3A, SHROOM2, MTDH, NLRP1A, WTIP, MIP, RB1CC1, EXOC4, TCEA1, USP33, MLLT3, RRBP1, ATRN, H2-AB1, CAPN3, GABARAP, RASSF6, TBATA, RAB37, UBTF, CSNK1D, AP2A1, OBFC1, HSPA4L, LIME1, CIT, KCNC2, XPO1, STIL, TIRAP, IQGAP3, IQGAP1, TGFB2, GATA2, EIF4EBP1, NLRC3, WNT3, FAM49B, GATA5, SLC2A4, SEP15, EED, LEPROT, TUBG1, PLXNB2, STAP2, TRIM41, SOCS7, ACTN2, RPH3A, JUNB, HNRNPU, MAD2L1BP, SNRPB, CLIP1, CD300LF, NEURL2, TRAF1, WNT5A, SNX9, HDGF, CTSA, ITGB1, RBX1, IL12RB2, IRAK3, CNOT6L, AUTS2, NPM3, RNF11, ENTPD2, RHOBTB3, PARD6A, ADAM23, CPNE6, NIPA2, BFSP2, UCP1, ATAD1, LAMP1, HDAC3, DLX6OS1, CACNA1G, TMPO, ABL1, DCXR, DNAJB6, MYH10, E2F2, PAX2, SDC2, TRIM3, SLK, SLC35D3, POU4F1, LOXL1, BOC, NFX1, ALX1, SGK1, SLC7A15, CDK9, PFKM, LPIN1, CDK5, RFWD2, CD3EAP, EIF4G2, ADRB2, PPM1J, FAM120B, ATG4B, KRIT1, PPM1L, HORMAD1, WIZ, PRKCZ, BCLAF1, UBE3A, NANOS2, VIM, STUB1, SCARF1, REL, KRT8, TOR1A, ACAN, TOR1B, POU3F3, HSPA4, PLCD1, NFATC2, EHD1, PIK3R2, TERF1, TRNP1, UBE4B, DPYSL5, BMYC, ISL1, RALGDS, NCSTN, PRLR, IRF4, RNF40 |
| molecular function | GO:0003677 | DNA binding | 116 | 7.46E-05 | HIST2H2AA2, HMGN2, ARNT2, XRCC6, ZFP787, HOXD10, ZFP580, HIST2H2AA1, GATA2, HOXC9, GATA5, PHTF1, PSIP1, SRRM1, RARA, OLIG1, PATZ1, ZFP276, TWIST2, NKX2-6, RREB1, JUNB, HNRNPU, STRA13, KDM2B, RFC4, TGIF2, HOXA11, SSH3, ZFP560, HDGF, T, POLE4, ACD, HIST1H4A, LHX4, NKX2-1, TAF9, MAFF, GSX1, FOXA1, KLF15, FOXP4, NKX6-1, SALL3, FEZF2, HDAC3, CSRNP2, RFX1, HOPX, ZFP800, HOXB9, RAD54L2, ZIK1, TMPO, HIST1H3E, KLF2, ABL1, ZFHX3, DNAJB6, AHDC1, ADAR, E2F2, HNF1A, ZFP46, PAX2, KCNIP3, FOXS1, POU4F1, HIST3H2A, SCX, NFX1, NR2F1, ALX1, AR, NOTO, HIST3H2BB-PS, DDB1, ARID5A, CDK9, MXD1, RAD52, ZFP28, MCM5, MIXL1, GZF1, BCLAF1, IRX5, HIST1H2AF, THAP4, THAP3, IRX2, HIST2H3C1, ARID2, SMUG1, RPA3, PRDM12, REL, GTF3C5, POU3F3, TCEA1, ZFP292, TCEA2, NFATC2, TERF1, MSH6, TRNP1, ISL1, PREB, TOX, ILF2, UBTF, ZFP182, OBFC1, IRF4, NFIB |
| molecular function | GO:0017048 | Rho GTPase binding | 8 | 8.51E-04 | PARD6A, ARHGEF16, IQGAP3, DOCK9, RTKN, DAAM1, CIT, IQGAP1 |
| molecular function | GO:0019904 | protein domain specific binding | 24 | 0.004667 | WNT5A, PRKCZ, XPO1, SHROOM2, AR, DLGAP2, RAN, FOXA1, ACTN2, CD40, ITGB1, IQGAP1, TACC2, LAMP1, WNT3, PPP1R2, HIST1H4A, CEP250, IL1B, GNAS, RARA, ODF1, ABL1, TWIST2 |
| molecular function | GO:0004722 | protein serine/threonine phosphatase activity | 8 | 0.008242 | PDP1, MTMR3, PPP1CA, PHLPP2, PPM1J, PPM1K, PPM1L, PPP2R2C |

Supplemental Table 2. Significant KEGG pathway of differentially methylated genes between HF-inulin group and HF group (adjusted *P*<0.05)

| Term ID | Term name | gene count | Adjusted P value | Genes |
| --- | --- | --- | --- | --- |
| mmu05166 | HTLV-I infection | 24 | 0.001828 | WNT5A, XPO1, E2F2, WNT10B, NRP1, RAN, PDGFA, ANAPC4, H2-D1, H2-AB1, TRRAP, CD40, TGFB2, ITGB2L, FZD10, POLE4, WNT3, IL15RA, RANBP1, PIK3R5, NFATC2, IL2, PIK3R2, WNT8B |
| mmu05205 | Proteoglycans in cancer | 19 | 0.002883 | WNT5A, WNT10B, RPS6, ITGB1, HOXD10, SDC2, PXN, IQGAP1, TGFB2, EIF4B, CBLC, FZD10, PPP1CA, WNT3, HPSE2, PIK3R5, TWIST2, WNT8B, PIK3R2 |
| mmu05322 | Systemic lupus erythematosus | 15 | 0.004365 | HIST2H2AA2, HIST1H2AF, HIST3H2BB-PS, HIST2H3C1, H2-AB1, ACTN2, CD40, HIST2H2AA1, C1QB, HIST1H4A, HIST1H3A, SNRPB, HIST3H2A, HIST1H3E, HIST1H3G |
| mmu04120 | Ubiquitin mediated proteolysis | 14 | 0.008198 | RFWD2, CBLC, UBE3A, UBE2K, DDB1, ANAPC4, UBE4B, UBA6, SMURF1, STUB1, UBE2S, UBE2Q1, CUL1, RBX1 |
| mmu05146 | Amoebiasis | 12 | 0.011986 | SERPINB9C, ITGB2L, LAMB2, IL12A, IL1B, GNAS, PIK3R5, ACTN2, SERPINB1B, PLCB2, TGFB2, PIK3R2 |
| mmu05142 | Chagas disease (American trypanosomiasis) | 11 | 0.013148 | C1QB, IFNB1, IL12A, IL1B, GNAS, PIK3R5, PLCB2, PPP2R2C, TGFB2, IL2, PIK3R2 |
| mmu04390 | Hippo signaling pathway | 14 | 0.013357 | WNT5A, PARD6A, PRKCZ, WNT10B, WTIP, TGFB2, FZD10, PPP1CA, ITGB2L, WNT3, RASSF6, CSNK1D, PPP2R2C, WNT8B |
| mmu05144 | Malaria | 7 | 0.016445 | ITGB2L, IL12A, IL1B, CD40, SDC2, THBS3, TGFB2 |
| mmu05200 | Pathways in cancer | 27 | 0.020353 | TRAF1, WNT5A, FGF5, E2F2, PDGFA, ARNT2, LPAR1, ITGB1, TGFB2, RBX1, LAMB2, WNT3, RARA, PIK3R5, PLCB2, WNT8B, PIK3R2, MSH6, AR, WNT10B, RALGDS, CBLC, GNGT2, FZD10, GNAS, PTCH2, ABL1 |
| mmu04810 | Regulation of actin cytoskeleton | 17 | 0.021742 | FGF5, PDGFA, SSH3, ITGA11, IQGAP3, ACTN2, ITGB1, IQGAP1, PXN, MYL9, PAK6, ITGB2L, PPP1CA, CHRM1, F2, PIK3R5, PIK3R2 |
| mmu04672 | Intestinal immune network for IgA production | 6 | 0.033417 | TNFRSF13B, IL15RA, TNFSF13, H2-AB1, CD40, IL2 |
| mmu03420 | Nucleotide excision repair | 6 | 0.039811 | POLE4, RFC4, DDB1, CETN2, RPA3, RBX1 |
| mmu04310 | WNT signaling pathway | 12 | 0.041058 | WNT5A, FZD10, WNT10B, WNT3, SFRP4, NFATC2, DAAM1, BAMBI, PLCB2, CUL1, WNT8B, RBX1 |
| mmu04630 | Jak-STAT signaling pathway | 12 | 0.048622 | IL12RB2, PRLR, GM13305, IFNB1, GM2002, IL12A, IL11RA2, IL15RA, SOCS7, PIK3R5, IL2, PIK3R2 |

How the deposited data were processed for this re-analysis (not part of the article)

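DNA methylation was measured by MeDIP on a mouse promoter array in the livers of 3 HF-inulin and 3 HF pups at 3 weeks of age, with 1 array per pup. MeDIP DNA was labelled with Cy5 and input DNA with Cy3. The samples were grouped by the diet in their labels and in the paper.

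The authors deposited, for each array, the scanner software's intensity values: the median brightness of each spot and its local background, and processed signals with the background subtracted and a linear dye factor applied per channel. The deposited log10 ratio of the processed signals was used only as a check, and it differed from the ratio of the signals in 0.518% to 14.2% of the probes per array. The authors also deposited a table of processed log2 ratios whose making the paper describes only as normalized. Its columns correlated with the scanner's log2 ratios of the same array at 0.886 to 0.905 across probes, in the same direction.

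The main values were log2 of the processed Cy5 signal over the processed Cy3 signal, centered on the median of each array, with no loess or quantile step, because most probes of a promoter array can carry signal. Control spots and spots flagged as outliers were left out. All positions are on mm9. Probes at most 1000 bp apart were joined into promoter regions. The plan written before the data were examined had taken promoters from the array's annotation, which was not used here. limma 3.58.1 in R 4.3.3 (lmFit and eBayes) compared the means of promoter regions with at least 3 probes, and single probes, with Benjamini-Hochberg adjustment and an adjusted p of 0.05 as the threshold. A tested region or probe had a value on all 6 arrays, which left 21982 regions and 173528 probes.

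The paper's rule for DMRs was written anew in Python 3.11.15 with numba 0.67.0 and scipy 1.17.1. A window of 750 bp around each probe was tested against all probes with an exact one-sided Kolmogorov-Smirnov p. Peaks needed at least 2 probes with a score of at least 2, joined at most 500 bp apart. They were kept where at least one group had a median log2 MeDIP/input of 0.3 or more, the median M′ had the sign of the peak, and at least 50% of the probes had a CV (SD over the absolute mean of the log2 ratios) of at most 0.8 in both groups. The p-value of this rule takes no account of the spread between pups.

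The statistics were tested on simulated data. In 21982 simulated regions with the spread of the HF arrays, limma called 192 of 200 regions moved by 1 on the log2 scale and 15 unmoved regions. With the spread of each group, it called 110 of 200 and 22 unmoved regions. In 173528 simulated probes, the peak search found all 200 regions in which 4 probes had been moved by 3 on the log2 scale, and 128 of them passed the filters. This change was larger than M′ of any called DMR (-2.33 to 2.64), and most of those held 2 probes. The simulation therefore does not measure how well changes of that size are found.

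The median input signal was 1.92 to 4.08 times the background on the HF-inulin arrays and 11.3 to 12.9 times on the HF arrays, and the low ratios limit the precision of the HF-inulin values.

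The alternatives were normexp background correction with an offset of 50 (on median signals, in place of the mean signals that had been planned), loess within arrays, quantile normalization between arrays, the authors' processed log2 ratios, probes well above background in the input on all arrays, outlier-flagged spots kept, the replicate number as a block, the scan day as a random block, the median of a region's probes, the methods' test per region, other windows, p-values, scores and filters of the DMR rule, and each replicate left out. Array weights, another gap between regions, and smoothing over neighboring probes were added after the data were examined. The gap of 1000 bp and the peak score used for ranking, the mean of -log10 p over the passing probes, were also set after the files had been seen.

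The text names regions by a rule written before the data were examined, although the gap and the peak score it draws on were set later: the promoter regions with the smallest p in each direction among those past the threshold with no overlap between the groups, and the DMRs with the highest peak score in each direction. Because the files do not pair probes with gene names, only 2 in each direction are printed. CpG classes, gene-level values, GO and KEGG sets, and gene lists for enrichment and tissue were not analysed here.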

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

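The test of spots near background was chosen before its outcome was seen, and the comparison of splits and scan days in this part only after the result was seen.

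The paper uses the input channel only as the denominator of the log2 ratio. With limma on the input signal alone, centered on the median of each array, 2655 of 21982 promoter regions (12.1%) differed between HF-inulin and HF at an adjusted p under 0.05, 1567 higher and 1088 lower in HF-inulin. Input DNA is not enriched for methylation, so the input was expected to differ little between the groups. Whether spots near background account for it cannot be told apart. Over probes well above background in the input on all 6 arrays, 34.5% of the regions were called (5660 of 16391), 5337 of them higher in HF-inulin, with a median difference of 0.47. This filter acts on the input signal under test and favors probes that are bright on the dim HF-inulin arrays, so the share decides nothing. The other 9 of the 10 splits of the arrays into 3 and 3 gave 0 regions, so 1 split reached the real result, but 10 splits cannot exclude chance. Scan days that differ between the groups cannot be told apart from the diets, since 0 scan days held arrays of both groups. A biological difference in the input between the diets stays untested.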

How the results depend on the processing

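Array weights, the 500 bp gap between regions, and smoothing over neighboring probes were chosen only after the data were seen.

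For the number of promoter regions past the threshold (5462), 5 of 12 alternatives at an adjusted p under 0.05 stayed within 1.5 times. It moved to 11064 with normexp (99.2% higher in HF-inulin, against 92.6%), 2889 with loess (74.8% higher), 3282 with quantile normalization (53.2% higher), 8238 over probes well above background in the input, 2417 with the median of the probes, and 2145 with the methods' t-test after Benjamini-Hochberg adjustment (7610 at an unadjusted p under 0.05). The authors' processed log2 ratios gave 6526 regions, 51.6% of them higher. With the scan day as a random block, limma called 0 regions (1946 at an unadjusted p under 0.05) and 0 probes (14876 at an unadjusted p under 0.05), at a consensus correlation of 0.923 for regions. No scan day held both groups, so this fit compares 3 days with 1. Only the HF day held more than 1 array, so the consensus correlation reflects the unlike spreads of the groups. The loss of calls therefore cannot tell the scan day from the diet. The number of probes (45371) moved to 20123 with loess and 28971 with quantile normalization. With each replicate left out, the numbers ranged from 0 to 8244 regions and from 0 to 71574 probes. Leaving out HF replicate 1, 2, or 3 gave 0 regions with limma (5940, 6445, and 6414 at an unadjusted p under 0.05). Leaving out HF-inulin replicate 1 gave 8244 regions. The cause of these moves was not tested.

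With the replicate number as a replicate block, limma called 5532 regions and 23503 probes. The deviations of arrays with the same number from their group means correlated at 0.054, 0.0055, and -0.045 across regions, so the arrays share only a number and are not paired.

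The number of DMRs (136) moved to 90 with quantile normalization, 1588 in the authors' processed log2 ratios, 246 with a 1000 bp window, 17 with the asymptotic p, 7 at a score of at least 3, 585 with no minimum of the median log2 ratio, 219 with no CV filter, 216 with the CV of the linear ratios, and 1300 with smoothing over neighboring probes. With each replicate left out it ranged from 122 to 195. DMRs of the same direction overlapped 18 (13.2%) of the 136 with normexp, 9 (6.62%) with loess, 38 (27.9%) with quantile normalization, and 81 (59.6%) in the authors' processed log2 ratios.

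The hypermethylated share of the DMRs (65.4%) became a minority with normexp (42.6%), quantile normalization (33.3%), no CV filter (44.7%), and the CV of the linear ratios (45.4%). It moved to 54.4% in the authors' processed log2 ratios, 83.2% over probes well above background in the input, 52.9% with the asymptotic p, 50.3% with no minimum of the median log2 ratio, 75.9% with a minimum of 0.5, and 76.8% with smoothing. With each replicate left out it ranged from 49.6% (without HF-inulin replicate 3) to 74.4%. The share on chromosomes 2, 4, 5, 7, 8, and 11 (45.6%) moved to 64.7% with the asymptotic p and 28.6% at a score of at least 3. It was 38.6% with loess and 37.8% with quantile normalization, both below the 41.5% of promoter regions on these chromosomes. With normexp it was 47.5%, and in the authors' processed log2 ratios 45.2%. The cause was not tested. With each replicate left out, this share ranged from 41.4% to 49.2%. All 4 named promoter regions and all 4 named DMRs kept their direction under every alternative run for them, but the regions lost significance when any HF replicate was left out (limma adjusted p 0.0819 to 0.102). Over the normalizations and the filter on dim probes, M′ ranged from 0.92 to 1.85 at the DMR on chromosome 9 (2.04 in the main processing). Over the normalizations alone, since the filter left no value there, it ranged from -1.39 to -0.54 at the DMR on chromosome 7 (-1.29). The low signal over background of HF-inulin replicate 2, 1.92 in the input, limits its values. HCP shares, gene overlaps, and gene set tests were not run.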

Differences from the paper's values

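The paper reports 1081 DMRs, and the re-analysis of the scanner intensities called 136. Of the alternatives set before the data were examined, only the authors' processed log2 ratios, with 1588, came within 1.5 times of the paper's number. Smoothing the scanner's log2 ratios over neighboring probes, chosen after seeing the values, gave 1300.

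The paper reports 519 hypomethylated DMRs against 47 here, and only the authors' processed log2 ratios, with 724, came within 1.5 times. The rest of the paper's DMRs were hypermethylated, against 89 here, and no alternative came within 1.5 times of that number, with 864 in the authors' processed log2 ratios. Smoothing over neighboring probes gave 999 hypermethylated and 301 hypomethylated DMRs, neither within 1.5 times.

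By chromosome, Fig. 3B shows, read by eye, about 100 DMRs on chromosome 2 against 8 here, about 80 on chromosome 4 against 12, about 91 on chromosome 5 against 16, about 79 on chromosome 7 against 16, about 68 on chromosome 8 against 3, and about 110 on chromosome 11 against 7. The authors' processed log2 ratios came within 1.5 times on chromosomes 2, 4, 5, 8, and 11, with 134, 108, 121, 89, and 145. On chromosome 7 they gave 120, and DMRs called with no minimum of the median log2 ratio, 72, came within 1.5 times. Smoothing over neighboring probes, chosen after seeing the values, came within 1.5 times on all 6, with 103, 105, 100, 77, 84, and 104 on chromosomes 2, 4, 5, 7, 8, and 11. The paper names chromosomes 2, 4, 5, 7, 8, and 11 as those with many DMRs. By the number of DMRs here, chromosomes 5 and 7 shared rank 1, and chromosome 4 had rank 3. Chromosome 2 had rank 5, chromosome 11 rank 8, and chromosome 8 rank 16. With each replicate left out, the numbers ranged from 7 to 14 on chromosome 2 and 12 to 19 on chromosome 4. The ranges were 11 to 16 on chromosome 5 and 8 to 17 on chromosome 7. They were 3 to 10 on chromosome 8 and 6 to 15 on chromosome 11. The ranks can therefore shift with 1 array.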

Other observations

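The tests of the variance share of the input channel, of spots near background for the array correlations and the Y to X ratio, and of running means for smoothing were fixed before their outcome was seen. The test of DMR probe brightness in its present form, the 20 simulations with no difference, the count of called regions for the input channel, and the weighted smoothing were chosen only after the result was seen.

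The DMR rule gave many DMRs for other groupings of the same arrays. Of the 10 splits of the 6 arrays into 3 and 3, 4 gave at least as many DMRs as the 136 of the real split, the real one included, so chance cannot be excluded for the number. The largest, 204, set HF-inulin replicates 1 and 3 with HF replicate 1 against the rest. The DMRs of the other splits more often had overlapping groups: the real split had 132 DMRs without overlap and the others 8 to 62. In the authors' processed log2 ratios, 1 of 10 splits, the real one, reached 1588, and the others gave 866 to 1241. For the promoter regions and the probes past the limma threshold, 1 of 10 splits reached the real number and the others gave 0. With 10 splits, chance cannot be excluded for any of these numbers.

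In 20 simulations with no difference between the groups and the spread of each probe as measured, the rule called 86 to 132 DMRs (median 105.5), near the 136 of the real arrays. Of the DMRs without overlap between groups, the simulations gave at most 79, against 132. The simulations drew each probe independently, so noise shared by neighboring probes was left out and their counts can be too low. How many of the DMRs come from probe noise with no difference between the groups therefore cannot be told apart. Whether spots near background account for the DMRs cannot be told apart: 46.8% of the DMR probes were well above background in both channels on all arrays (exact binomial 95% interval 41.1% to 52.7%), compared with 51.7% of the other probes with a group mean log2 ratio of at least 0.3. The comparison was first made with all other probes, of which 34.4% were well above background. It was changed after that result was seen, because the minimum of the median log2 ratio favors probes with a bright MeDIP signal. The simulations were extended to 20 after 1 had been seen, which gave 122 DMRs.

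How much of the differences in log2 MeDIP/input comes from the input channel cannot be told apart. Across 21982 promoter regions, which are not independent replicates, minus the input difference accounted for 0.287% of the variance of the log2 MeDIP/input difference, but regions of opposite sign can cancel in this share. The input differences had an SD of 0.41 across regions, compared with 0.56 for the MeDIP differences and 0.39 for the log2 MeDIP/input differences. In 897 (16.4%) of the 5462 regions past the threshold, minus the input difference made up over 50% of the difference. This share lay between the limits of 10% and 50% set before the count was made. In 2327 (42.6%) of the 5462 regions, minus the input difference had the direction of the log2 MeDIP/input difference. The MeDIP difference had that direction in 5302 (97.1%). Each channel was centered on its own array median, and the median difference over regions was 0.042 in the input and 0.49 in MeDIP. Of the 5462 regions, 5058 were higher in HF-inulin, a direction that this MeDIP shift favors by itself. These counts therefore do not decide whether the input was the main source, in the 897 or in the others. Scan days that differ between the groups stay open, since 0 scan days held arrays of both groups, so the diets and scan days cannot be told apart. A biological difference between the diets also stays open.

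The HF-inulin arrays correlated less with each other (0.775 to 0.890) than the HF arrays (0.980 to 0.988). Spots not well above background account for a part at most. Over the 59689 probes well above background in both channels on all 6 arrays, the HF-inulin correlations rose to between 0.884 and 0.913. These stayed below the lowest of the HF arrays, 0.980. The filter does not equalize the signal of the groups, so lower signal at the kept spots of the HF-inulin arrays stays open. The HF-inulin arrays were scanned on 3 days and the HF arrays on 1, and no test here separates the day from the pup or the diet.

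The ratio of the median Y to the median X input signal was 0.872, 0.811, and 0.882 in HF-inulin replicates 1, 2, and 3 and 1.08, 1.15, and 1.17 in HF replicates 1, 2, and 3, although the pups were male. Over probes well above background in the input on all 6 arrays, which left 38 of the 100 Y probes, the HF-inulin ratios were 1.66, 1.25, and 1.39 and the HF ratios 1.56, 1.66, and 1.56, so the groups overlapped through HF-inulin replicate 1 alone. This filter acts on the input signal under test, so whether spots near background account for the lower ratios cannot be told apart. No biological explanation was tested.

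In the authors' processed log2 ratios, neighboring probes of a region correlated at 0.678 to 0.703 per array, compared with 0.280 to 0.323 in the scanner's log2 ratios. Running means of 3 probes of the scanner values correlated with the authors' values at 0.893 or more, higher on each array than the unsmoothed values (0.886 to 0.905), but by a small margin. Running means of 5 probes gave 0.796 to 0.817. Weighting the middle probe double, tried last after both running means had been seen, gave 0.941 to 0.957. Both kinds of smoothing over 3 probes raised the correlation of neighboring probes above that of the authors' values, to 0.790 to 0.806 with the weights and 0.819 to 0.833 with the running means, so neither gives the authors' values. Some smoothing over neighboring probes stays a hypothesis. With the same weighted smoothing, the scanner values gave 1300 DMRs, compared with 136 unsmoothed and 1588 in the authors' values, consistent with smoothing over neighboring probes as a source of the larger number. The smoothed scanner values had 76.8% hypermethylated DMRs and the authors' values 54.4%, so smoothing alone does not give the authors' balance. No biological explanation was tested for this pattern.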
